A study of Mus musculus with 9 samples.

How the data were processed

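Gene expression was measured by sequencing of polyA RNA from adult C57BL/6J mouse hearts, with 9 libraries in 3 groups of 3. Per the labels' protocols, 20 to 30 mg of flash-frozen heart was used, RNA was extracted with a column kit, and messenger RNA was enriched on oligo(dT) beads, fragmented and made into barcoded libraries. The groups were wild-type mice given saline, mice carrying the Mybpc3 mutation given saline, and mutant mice given a high dose of a treatment named exABE8e. The labels did not define that name further, and they gave neither dose, sex nor age.

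The authors deposited 1 table for each pair of groups, with a value for each gene and library, and a shorter table of selected genes for each. The deposited values per library were treated as a score. They are whole numbers, but each library summed to between 999152 and 999382. A per-million unit rounded by the authors fits these totals better than read counts. The totals do not show whether values were scaled for transcript length, and no label or header names the unit. Sequencing depth is therefore unknown, no counting error could be computed, and precision rests on the 3 libraries per group. The aligner, gene annotation and genome build were not stated. The deposited mean signal per gene, the deposited log2 fold changes and their standard errors come from the authors' own comparisons, and the test statistic is a score equal to the log2 fold change over its standard error. The headers of these tables use the column names of DESeq2, and the authors' mean signal was computed from the rounded values. The authors' column named as the adjusted p-value equalled the unadjusted normal p-value of that statistic, and the column named as the p-value was the same number divided by 55487 for every gene with a value.

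The 3 tables held 15779 genes between them, and no value differed between tables for the same gene and library. Gene symbols were matched by name to GENCODE M21 (GRCm38), which gave a position and transcript length for 15689 of them (99.4%). Coordinates below are on that build, which is not necessarily the build the authors used.

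Groups were compared with limma 3.58.1 in R 4.3.3 on log2(value + 1), each pair of groups in its own fit, for genes with a mean value of at least 1 over the 6 libraries. A fold change on this scale understates the change of genes with low values. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05. The comparisons, the alternatives listed as planned, 12 gene lists and the rule for the genes named were fixed before the data were examined. That rule took Mybpc3; the 10 markers Nppa, Nppb, Myh7, Myh6, Acta1, Atp2a2, Postn, Col1a1, Col3a1 and Timp1; the 3 largest rises and 3 largest falls among called genes without overlap between the groups; and 5 sex-linked genes.

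The planned fit used limma's empirical Bayes step with a trend and nothing else, and the variance step was changed after the data had been seen. In simulated data built from these libraries, with 200 genes changed by 1 on the log2 scale, the planned step recovered between 48.3% and 59.9% of the changed genes, and between 12.9% and 17.5% of its calls were false. Rounded values often tie exactly between libraries, which gives residual variances near 0. A first change set each residual variance to no less than the rounding variance (1/12 on the value scale). Without a replicate block it gave 0.3, 1 and 1.1 false calls per unchanged simulation of the 3 comparisons, and recovered 91.1% to 94.1% of the changed genes, with 6.32% to 7.23% of calls false. With the block it gave between 46.7 and 92.2 false calls. The version used below keeps that floor and takes the prior degrees of freedom from genes with a mean value of at least 30. It recovered between 86.6% and 91.1% of the changed genes, with between 3.85% and 4.26% of calls false, and averaged at most 0.3 false calls over 10 unchanged simulations of each comparison without the block and at most 0.6 with it. At the smaller simulated change it recovered only 20%, 4.15% and 2.95% of the changed genes in the 3 comparisons, with 7.21% to 7.81% of calls false, while the first change recovered 37%, 21.3% and 26%, with 9.77% to 10.1% false. Without the block the 2 versions thus trade recovery against false calls, and modest changes are mostly missed by the version used. All 3 versions had been run on the real libraries before this choice, which was made on the simulated ones. The simulated libraries took the spread of each gene from the version used, with noise independent between genes. The simulated rates therefore cannot rank the 3 versions neutrally. The planned step called 858, 32 and 77 genes in the 3 comparisons, the first change 1202, 14 and 243, and the version used 1047, 2 and 134. Counts of called genes, above all the small ones, should be read with that range in mind.

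Gene lists were tested with camera at a preset correlation of 0.01, on 36 results adjusted together, and again with fry and with camera's estimated correlation; the last 2 used limma's own variance step. The position of each treated heart between the saline groups was computed from the 200 genes with the smallest p-values between 2 saline mutant and 2 wild-type libraries. The held-out library of each saline group marked 0 (mutant) and 1 (wild type), and the position was averaged over the 9 choices of held-out libraries. Because comparisons with shared libraries share chance values, 100 simulated data sets were drawn for each of 3 cases: treated hearts as saline mutants, as wild types, or at the mean position. In these, genes called between saline mutant and wild type carried their estimated change. All other genes carried none, and noise was independent between genes.

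Alternatives covered scaling by median-of-ratios and upper-quartile factors, filters on low values, a pseudocount of 0.1, all 9 libraries in 1 fit, the replicate number as a block, other list tests and each library left out. Settings for the variance, a stricter filter, a Y-linked covariate, the 3 libraries with Xist left out together and removal of trends on transcript length and GC content were added after the data were seen. Count models were not run, since the values are not counts. Figures were drawn with matplotlib 3.10.9.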

Results

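Hearts of 9 adult mice were profiled to ask what a homozygous premature stop codon in Mybpc3 changes in cardiac gene expression, and what treatment of mutant mice with an adenine base editor changes. Mybpc3 encodes cardiac myosin-binding protein C, a protein of the sarcomere. An adenine base editor joins a deaminase to a Cas9 variant and turns A into G at the guided site. The editor was carried by an adeno-associated virus of serotype AAV9. There were 3 saline-treated wild-type hearts, 3 saline-treated mutant hearts and 3 mutant hearts treated with the editor at high dose. Library totals lay between 999152 and 999382, and between 14151 and 14934 genes had a value above 0. Mitochondrial transcripts made up 17.0% to 24.1% of the total. All values are as deposited, on a scale where each library sums to nearly the same total, and mean ± SD refers to n = 3 libraries.

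The mutation is named R946X. On GRCm38, Mybpc3 lies on chromosome 2 from 91118144 to 91136516. The codon it names, in the transcript ENSMUST00000111430.9, which has 1277 codons, reads CGA and lies in exon 27 of 35, from 91132942 to 91132944. Mybpc3 values were 1510, 1795 and 2039 in wild-type hearts (1781 ± 265), 133, 142 and 186 in saline mutants (154 ± 28.4) and 1024, 1374 and 1332 in treated mutants (1243 ± 191). Saline mutants were at 8.63% ± 1.59 of the wild-type mean and treated mutants at 69.8% ± 10.7. The log2 fold change was -3.53 (SE 0.157, limma adjusted p 2.7e-05) in saline mutants against wild type, and 3.01 (SE 0.163, limma adjusted p 0.000257) in treated against saline mutants. The 22 alternative fits gave adjusted p-values from 6.23e-07 to 0.00466 and from 2.64e-05 to 0.00717 for these results. Treated mutants were below wild type without overlap, by -0.52 (SE 0.158), but limma's adjusted p of 0.232 was above the threshold, and it ranged from 0.0758 to 0.507 over the alternatives.

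**Figure D1:**
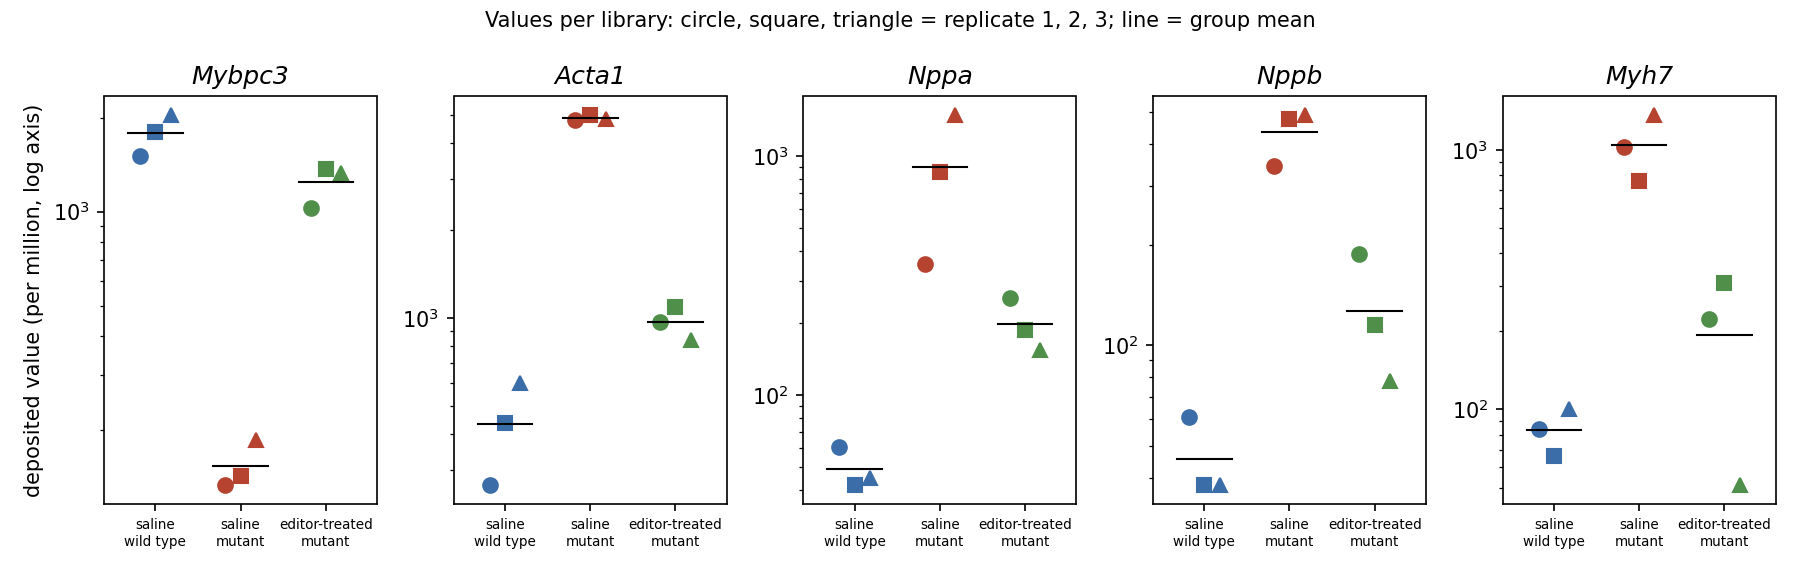
Values per library (log axis) of Mybpc3, Acta1, Nppa, Nppb and Myh7 in the 3 groups, with symbols for replicates 1 to 3 and a line at each group mean. Mybpc3 ranged from 133 to 186 in saline mutants and from 1024 to 1374 in treated mutants, while the mean of Acta1 was 4874 in saline mutants and 966 in treated mutants.

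The first comparison, saline mutant against saline wild type, tested 13632 genes. Of these, 1047 were called, 620 higher (59.2%) and 427 lower, and 427 of the 1047 changed at least 2-fold. The excess of higher genes shrank with other scalings. The split was 682 and 595 under median-of-ratios factors (53.4% higher) and 653 and 599 under upper-quartile factors (52.2% higher). At an unadjusted p under 0.05 there were 2689 genes in the main fit. In 21.6% of genes the groups did not overlap, where chance gives 10% of genes without ties and, given the ties among these rounded values, 6.46%. The variance step of this fit was chosen after the planned one did poorly on simulated data, which took their spread from the version used. The planned step called 858 genes here. The alternative that moved the count most left out the 3 libraries with Xist together and called 202 genes, all of them among the 1047. Leaving out saline mutant replicate 2 gave 506, wild type replicate 1 gave 595, wild type replicate 3 gave 622 and saline mutant replicate 3 gave 662.

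Of the 10 markers, 6 were called in saline mutants against wild type over all genes and 9 adjusted over the list alone. Nppa rose by 3.95 on the log2 scale (SE 0.432, limma adjusted p 0.00111), Nppb by 3.25 (SE 0.207, limma adjusted p 0.000123), Myh7 by 3.62 (SE 0.22, limma adjusted p 0.000114) and Acta1 by 3.56 (SE 0.249, limma adjusted p 0.00018). Col1a1 rose by 0.93 and Timp1 by 1.55, and both lost their call in some fits (adjusted p from 0.00633 to 0.248 and from 0.000866 to 0.0887). Timp1 was only 2, 2 and 1 in wild type and 7, 6 and 7 in saline mutants, so rounding weighs on its fold change. Col1a1 lost its call without wild type replicate 1 (0.0883), saline mutant replicate 2 (0.0699) or saline mutant replicate 3 (0.0804). Atp2a2 (-0.61, adjusted p 0.0514) and Postn (1.44, adjusted p 0.0765) were each called in 7 of 22 alternative fits; without saline mutant replicate 1 their adjusted p-values were 0.0496 and 0.00931, in ranges from 0.0204 to 0.551 and from 0.00931 to 0.404. Col3a1 (0.60) was not called. Myh6 differed by 0.10, less than the spread between replicates, and its direction changed between fits.

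The largest rises by the fixed rule were in Edn3, Aqp8 and Myot. Edn3 was listed at 0 in each wild-type library and at 39, 51 and 40 in saline mutants. Aqp8 rose from 2.0 ± 1.0 to 71.7 ± 8.5 and Myot from 13.7 ± 4.51 to 248 ± 11.8. The largest falls were in Mybpc3, Aqp4 and Pla2g5. Aqp4 was 7, 15 and 10 in wild type and was listed at 0 in each saline mutant. Pla2g5 fell from 29.3 ± 2.31 to 3.67 ± 2.08. All of these were called in every fit that tested them, except that Aqp4 reached an adjusted p of 0.0502 with a pseudocount of 0.1 (2 alternatives gave no value for Aqp4 and 1 gave none for Edn3), and Pla2g5 reached 0.0639 with the 3 Xist libraries left out. Their lowest adjusted p-values were 1.38e-05 and 9.51e-05.

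In the second comparison, treated against saline mutants, 2 of 13636 genes were called: Mybpc3, higher, and Acta1, lower by -2.34 (SE 0.127, limma adjusted p 0.000257). At an unadjusted p under 0.05 there were 1129 genes, and the groups did not overlap in 9.82% of genes, where chance gives 10% without ties and 6.17% with them; genes are not independent, and this share was not tested. The count moved most with the variance step as first planned, which called 32 genes. Both genes were among those called in each fit but 1: without the 3 Xist libraries only Mybpc3 was called, and the adjusted p of Acta1 was 0.114, in a range from 2.64e-05. Other scalings called 10 genes, 8 higher and 2 lower. The count was 8 without treated replicate 3 and 7 without saline mutant replicate 1. Of the 10 markers, 1 was called over all genes and 7 adjusted over the list alone. Nppa (-1.97), Nppb (-1.85) and Myh7 (-2.74) were lower without overlap between the groups, with limma adjusted p-values of 0.254, 0.14 and 0.215. These ranged over the alternatives from 0.033 to 0.898, from 0.0386 to 0.573 and from 0.0633 to 0.785. The lowest value for Nppa was found without saline mutant replicate 1.

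In the last comparison, treated mutant against wild type, 134 of 13554 genes were called, 117 higher (87.3%) and 17 lower (124 higher and 43 lower under upper-quartile factors, 74.3% higher), and 91 of them changed at least 2-fold. At an unadjusted p under 0.05 there were 1697 genes, and 14.6% of genes did not overlap (by chance 10% without ties and 6.18% with them). This count depended on single libraries. It was 1, 3 and 11 without wild type replicates 1, 2 and 3, and 24, 4 and 131 without treated replicates 1, 2 and 3. It moved most upwards, to 243, with the prior taken from all genes, and it was 77 with the variance step as planned, 39 higher and 38 lower, of which only 26 were among the 134. The excess of higher genes was absent with that step alone among the variance settings: the split was 203 and 40 with the prior from all genes, 119 and 19 with a limit of 10, and 79 and 9 with a limit of 100. The count was 0 without the 3 Xist libraries, where 806 genes had an unadjusted p under 0.05. Of the 10 markers, Nppa was called over all genes (1.98, SE 0.21, limma adjusted p 0.0197), and 3 were called adjusted over the list alone. Nppa was not called without any 1 of the 3 wild-type replicates (adjusted p 0.0531, 0.0794 and 0.0742) or without treated replicate 2 (0.0684), and its adjusted p ranged from 0.00333 to 0.0968. Myh7 (0.88) was called only without treated replicate 3, at an adjusted p of 0.0316 in a range up to 0.951. Nppb (1.40) was called in 4 of 22 alternative fits (lowest adjusted p 0.0403) and Acta1 (1.22) in 2 of 22 (lowest 0.0326).

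The largest rises by the rule were again in Edn3, Myot and Aqp8. Edn3 was 64, 38 and 26 in treated hearts and was listed at 0 in wild type. Myot was 193 ± 75.4 and Aqp8 31 ± 8.19 in treated hearts. Their adjusted p-values were 0.0024, 0.017 and 0.0138, in ranges from 2.54e-05 to 0.0979, from 0.000767 to 0.246 and from 0.000501 to 0.246. Myot lost its call without wild type replicate 1 (0.0557), wild type replicate 2 (0.0632) or treated replicate 2 (0.0556), and Aqp8 without wild type replicate 1 (0.0531). The largest falls were in mt.Nd3 (-1.29), Pla2g5 (-1.21) and Lrrc4b (-1.08), with adjusted p-values of 0.0489, 0.0332 and 0.0488. Each of these 3 lost its call whenever any 1 library was left out, and their adjusted p-values reached 0.411, 0.275 and 0.374. Values of mt.Nd3 in the saline mutants were 527, 74 and 80.

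Changes with genotype and with treatment were set against each other. Of the 1047 genes called between saline mutant and wild type, 2 were called in the opposite direction with treatment. With the alternatives this number ranged from 1 to 15. In treated hearts against wild type, 131 were called in the same direction, and 3 genes were called there alone. Over the 1039 of these genes tested in both comparisons, 91.6% changed with treatment in the opposite direction. Simulated treated hearts gave 54.6% when drawn as saline mutants, 99.7% as wild types and 97.3% at the mean position (96.2% to 98.8%). Across 13489 genes, which are not independent replicates, Pearson's r of the log2 fold changes was -0.628, against simulated means of -0.261, -0.874 and -0.652 (-0.67 to -0.634 at the mean position). The share of opposite changes lay below the range simulated at the mean position, and r lay just outside it; with 1 library left out, r ranged from -0.507 (without treated replicate 3) to -0.696 (without saline mutant replicate 1). At the mean position the simulations called 15.2 genes with treatment on average (1 to 30) and 393 genes against wild type (343 to 458), compared with 2 and 134 observed. The simulated data gave called genes their full estimated change, which is partly chance, and other genes none. The gaps between observed and simulated values therefore cannot be read as a departure from an even partial return.

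**Figure D2:**
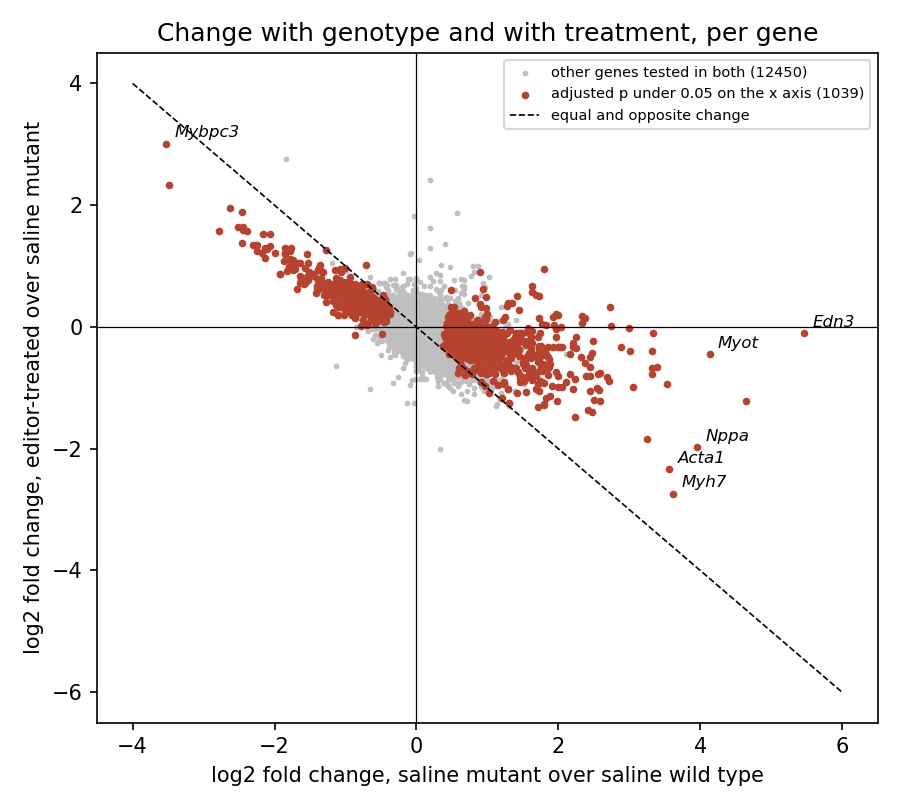
Log2 fold change of each gene in saline mutant over saline wild type (x axis) and in treated over saline mutant (y axis), with the 1039 genes called in the first comparison in red, other genes in grey and a dashed line at equal and opposite change. Mybpc3 lies at -3.53 and 3.01, Acta1 at 3.56 and -2.34, and Edn3 at 5.46 and -0.11.

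On the scale from saline mutant (0) to wild type (1), the treated hearts lay at 0.239, 0.388 and 0.402 (replicates 1 to 3; mean 0.343 ± 0.0904). The alternative that moved this most left out treated replicate 1 and gave 0.395; without replicate 2 or 3 it was 0.32 or 0.313. Among fits with all 3 treated hearts, the prior from all genes moved it most, to 0.312. On a linear scale the position of Mybpc3 itself was 0.535, 0.75 and 0.724 (mean 0.669 ± 0.117), and that of the median gene was 0.266, 0.49 and 0.454 (mean 0.403 ± 0.12).

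Of the 36 results for the 12 gene lists, camera called 24: 9 between saline mutant and wild type, 8 between treated and saline mutant, and 7 between treated mutant and wild type. Only 7 were called by fry (4, 2 and 1), and none with an estimated correlation, where the smallest adjusted p was 0.35 and 0 of 36 passed. Camera and fry shared the calls of hypertrophy and fetal genes, atrial myocardium and adipose tissue in saline mutants. They also shared skeletal muscle and blood with treatment, and hypertrophy in treated hearts against wild type. Of these, camera kept skeletal muscle in 6 of 13 alternatives, atrial myocardium in 9 of 13 and the others in 13 of 13. Skeletal muscle in saline mutants was called by fry alone. The 20 hypertrophy and fetal genes were all higher in saline mutants, with a median log2 fold change of 2.07 (camera adjusted p 7.68e-26, fry 0.00184). With treatment their median was -0.31, with 4 of 20 genes higher (camera adjusted p 3.33e-07, fry 0.0556). In treated hearts against wild type the median was 1.40, with 19 of 19 genes higher (camera adjusted p 1.87e-24, fry 0.0116). Extracellular matrix genes had medians of 0.81, -0.45 and 0.42, fatty acid oxidation genes -0.34, 0.22 and -0.15, and nuclear-encoded respiratory chain genes -0.20, 0.02 and -0.17, all called by camera alone. Without treated replicate 1, the respiratory chain median with treatment changed sign, to -0.05.

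Interferon-stimulated genes had medians of 0.50, 0.26 and 0.72, called by camera alone (fry adjusted p 0.371, 0.829 and 0.371). They varied between libraries of 1 group: mean levels over the wild-type mean were -0.28, 1.08 and 0.86 in saline mutants and 0.58, 1.84 and -0.08 in treated hearts. The median with treatment was -0.26 without treated replicate 2 and -0.15 without saline mutant replicate 1. Blood genes had medians of -1.25, 0.74 and -0.48, all called by camera. Atrial genes were called in the first pair of comparisons (-0.35 and 0.20, and -0.18 against wild type), adipose genes in saline mutants and in treated hearts against wild type (-0.32, 0.09 and -0.34), p53 targets in the first (0.22, -0.12 and 0.10), and skeletal muscle genes in the second (0.72, -0.19 and 0.26). Sarcomere genes (0.08, -0.02 and 0.00) and T cell genes (0.08, -0.21 and -0.43) were not called, but the calls depended on the setting. Over 13 alternatives, camera called T cell genes in 1, 4 and 6 fits and sarcomere genes in 1, 5 and 0 fits. The skeletal muscle call with treatment, on 5 tested genes, held in 6 of the 13 (camera adjusted p up to 0.108).

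**Figure D3:**
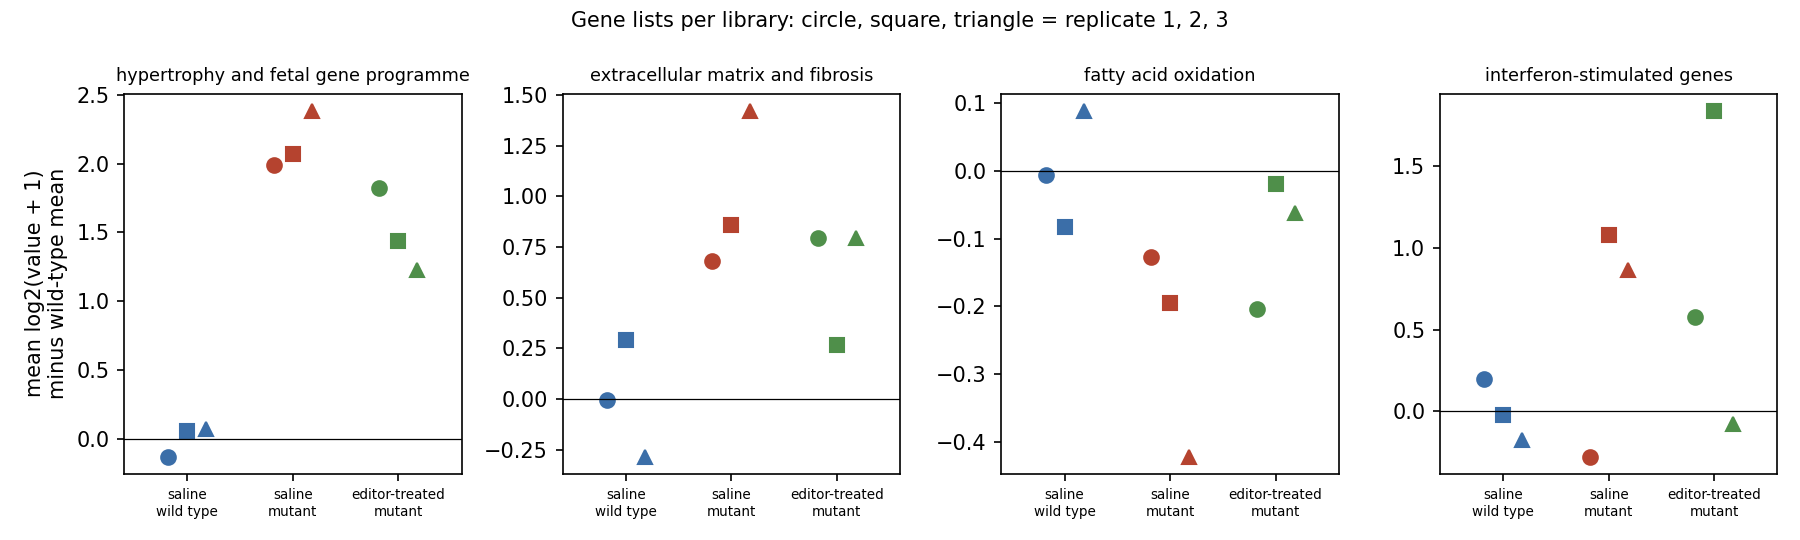
Mean log2(value + 1) of 4 gene lists in each library, minus the wild-type mean, with symbols for replicates 1 to 3 and a horizontal line at the wild-type mean. Hypertrophy genes lie between 1.99 and 2.38 in saline mutants and between 1.23 and 1.82 in treated mutants, while interferon-stimulated genes range from -0.08 to 1.84 among treated hearts.

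The labels gave no sex, so sex-linked transcripts were read in each library. Xist was 119 in wild type replicate 1 and 351 in saline mutant replicate 3, where Ddx3y was listed at 0. It was 39 in treated replicate 1, where Ddx3y was 38, Uty 10, Kdm5d 10 and Eif2s3y 37. The other 6 libraries had Xist at 0 and Ddx3y between 70 and 97. The groups thus each held 1 library with Xist. With a Y-linked level as a covariate, 971, 2 and 122 genes were called, 904, 2 and 107 of them shared.

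The authors' deposited tables list 689 genes for saline mutant against wild type, 137 for treated against saline mutant and 317 for treated mutant against wild type. These lists hold the genes with an unadjusted p under 0.05 and a 1.5-fold change in the authors' deposited table. After Benjamini-Hochberg adjustment of the authors' deposited p-values, 312, 10 and 78 genes were under 0.05, and 56.5%, 92.7% and 75.4% of the listed genes were above it. Of the genes called with limma, 625 of 1047, 2 of 2 and 114 of 134 were in the authors' deposited lists, all in the same direction.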

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

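The variance settings, the filter at a mean value of 10, the Y-linked covariate, the fit without the 3 libraries with Xist and the removal of length and GC trends were tests chosen only after the result was seen. Of the results for single genes, 855 kept direction and side of the threshold, 23 became stronger, 65 weaker and 17 reversed; of the results for lists, these numbers were 429, 19, 69 and 23. Of the counts, overlaps and positions, 108 stayed within 1.5 times or the range set for them and 71 moved.

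The planned variance step (no rounding floor on the variance) is the setting that was replaced, and the reader may prefer it. It called 858, 32 and 77 genes in place of 1047, 2 and 134; the 77 were 39 higher and 38 lower, and 26 of them were among the 134. Of the genes called in saline mutants it called 15 in the opposite direction with treatment and 40 in the same direction in treated hearts against wild type, in place of 2 and 131. With the prior degrees of freedom from all genes the counts were 1202, 14 and 243, with 13 opposite and 225 the same. The mean of 30 needed for the prior was also set after the data were seen: with 10, the counts were 1051, 8 and 138 (6 opposite), and with 100 they were 949, 2 and 88 (87 the same).

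Scaling moved the count with treatment to 10 under median-of-ratios and to 10 under upper-quartile factors, with 9 opposite under each. All 9 libraries in 1 fit gave 13 genes with treatment and 236 against wild type, with 12 opposite and 216 the same. No filter on low values gave 86 genes against wild type and 85 the same, and a mean value of at least 10 gave 6 with treatment and 6 opposite. A log2 fold change of at least 1 left 427, 2 and 91 genes, with 85 the same, which follows from its construction. With length and GC trends removed there were 14 genes with treatment and 213 against wild type, 13 opposite and 203 the same. Without the 3 libraries with Xist there were 202, 1 and 0 genes, 1 opposite and 0 the same; this leaves 2 libraries in each group. For the other changes the cause was not tested.

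The correlation of fold changes was -0.619 with no filter on low values, -0.609 with a pseudocount of 0.1, -0.602 with the Y-linked covariate and -0.667 without the 3 Xist libraries, in place of -0.628. The position stayed between 0.312 and 0.358 over the 12 settings run for it with the 3 treated hearts; upper-quartile factors, no filter on low values, a pseudocount of 0.1, the Y-linked covariate and fits without a saline library were not run for it. Of the 36 list results, 24 were called by camera, 7 by fry and 0 with an estimated correlation; other settings gave 21 to 26.

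Correlations gave no sign that replicate numbers pair saline mutants with wild type. For treated mutants and wild type, a batch shared by number was not excluded. Correlations between libraries of the same number were -0.22, -0.10 and -0.37 for saline mutants with wild type, -0.07, 0.19 and 0.11 for treated with saline mutants, and 0.57, 0.18 and 0.06 for treated mutants with wild type. Treated and wild-type libraries of different numbers averaged -0.135. With trends removed, their same-number correlations were 0.419, 0.0260 and 0.0257. Slopes on transcript length within each group were also alike by number. They were -0.115, 0.070 and 0.045 in wild type and -0.106, 0.071 and 0.034 in treated hearts (replicates 1 to 3). With the replicate block, 784, 11 and 5 genes were called, with 10 opposite and 5 the same. With the replicate block and length and GC trends removed, 1038, 2 and 48 genes were called, with 47 the same.

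Across the 6 fits that each left out 1 library there were from 506 to 1029 genes in saline mutants, from 2 to 8 with treatment and from 1 to 131 in treated mutants against wild type. Across 9 such fits, from 2 to 7 genes were called opposite and from 1 to 132 the same, the correlation ranged from -0.696 to -0.507, and from 21 to 25 lists were called. The position ranged from 0.313 to 0.395.

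Some results reversed. Myh6 in treated hearts against wild type was -0.0460 under upper-quartile factors, -0.0952 with the Y-linked covariate and -0.0543 with trends removed, with or without the replicate block. Leaving out 1 library gave from -0.167 to 0.199; for saline mutants it gave from -0.0893 to 0.238, and for treatment from -0.218 to 0.101. Col3a1 in treated hearts against wild type was 0.0958 without the 3 Xist libraries and from -0.236 to 0.186 with 1 library left out. Timp1 with treatment ranged from -0.851 to 0.260 in the same way. The cause was not tested.

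Among lists, T cell genes in saline mutants had a median of -0.247 at a mean value of at least 10 and from -0.236 to 0.136 with 1 library left out, called at the lowest of these (camera adjusted p 0.0284, without saline mutant replicate 2); with treatment the latter range was from -0.423 to 0.10. Respiratory chain genes with treatment were at -0.0796 without the 3 Xist libraries, called at a camera adjusted p of 6.76e-06, and from -0.0485 to 0.0973 with 1 left out. Interferon-stimulated genes with treatment ranged from -0.257 to 0.689 and were called by camera in 4 of 13 alternatives, 1 of them the reversed median of -0.257 without treated replicate 2 (camera adjusted p 0.0302). Sarcomere genes with treatment were at 0.0253 under median-of-ratios factors, 0.00972 with trends removed (camera adjusted p 0.0402, and 0.0308 with the replicate block) and from -0.0875 to 0.0737 with 1 left out; without saline mutant replicate 1 the reversed median was called at 0.000758. Against wild type they were at -0.0172 under median-of-ratios factors, -0.00492 with trends removed (with or without the replicate block), -0.0143 with the Y-linked covariate, -0.00473 without the 3 Xist libraries and from -0.0178 to 0.0517 with 1 left out. Skeletal muscle genes in treated hearts against wild type were at -0.203 at a mean value of at least 10. The cause was not tested.

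Count-based models were not run, because the values are not counts. Since depth is unknown, how far a value of 0 lies from a low value is unknown, which limits Edn3, Aqp4 and other genes with low values.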

Other observations

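The tests on the X and Y chromosomes, trends, scaling, splits of the libraries, unequal return and deposited columns were tests chosen only after the result was seen; predictions for genes near Mybpc3, the linear position, further blood genes and genes that escape X inactivation were written before those values were read.

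Treated replicate 1 had both Xist (39) and Y-linked transcripts. An animal with 2 X chromosomes and 1 Y would be predicted to have Y-linked values like those of the other treated hearts, but the median ratio was 0.491 (0.455 to 0.667 over 4 genes). RNA of the wild-type library with Xist would need a share of 32.8% and place the heart at 0.593, while it lay at 0.239. RNA of the saline mutant library with Xist would need a share of 11.1% and leave a ratio of 0.889. RNA of a female animal outside the 9 libraries cannot be told apart from its absence at the smallest share (11.1%). Genes that escape X inactivation lay at -0.0885. The reading of that last value was changed after it was seen. The reason was that with trends removed the library lay at 0.0646, while libraries without Xist reached 0.113 and the smallest share would give 0.0488. That share would leave a Y-linked ratio of 0.889, so the observed 0.491 needs a larger one. A larger share would move the library towards 0.440 and 0.546, the trend-removed levels of the wild-type and saline mutant libraries with Xist. Treated replicate 1 lay among the libraries without Xist (-0.109 to 0.113), which argues against so large a share of RNA with such levels. How this library came to have both remains open, and its values are kept in every result unless stated.

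Linked strain variants were examined for saline mutants against wild type. Within 10 Mb of Mybpc3, 5 of 80 tested genes were called (6.25%, against 7.64% elsewhere, Fisher p 0.833), so such variants account for few of the calls. With length and GC trends removed, 983 of 1047, 2 of 2 and 121 of 134 calls were shared; slopes on length were -0.115 and -0.106 per doubling in wild type replicate 1 and treated replicate 1. With the Y-linked covariate, 904 of 1047 and 107 of 134 were shared. Each group held 1 library with Xist, so the covariate had little difference between groups to remove. Without the 3 Xist libraries 202 of 1047 and 0 of 134 were shared, with only 2 libraries left in each group. The calls kept with the covariate are thus weak evidence against sex as the cause of most calls. Under median-of-ratios factors 977 of 1047 and 133 of 134 were shared, which argues against a few genes taking most of the values.

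Splits of the libraries bound what 3 against 3 can show. In each comparison, 1 of 10 splits, the real one, had as many genes, and the other 9 gave 0. For gene lists, 1, 2 and 3 of 10 splits had as many lists called by camera, and the other splits gave 3 to 8, 4 to 9 and 2 to 8 lists. With 10 splits no share under 10% can be seen, so a chance division of the libraries cannot be told apart from the groups by this test, and calls of lists at the preset correlation carry little weight by their number.

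The median changed gene returned by less than Mybpc3, and the log2 scale did not account for it: on the linear scale the median gene lay at 0.403 and Mybpc3 at 0.669. Return may also have differed between genes. Over 31 genes the interquartile range of the position was 0.313, while 100 simulated mixtures with 1 share of restored cells per heart gave 0.0768 to 0.277. The mixtures took the spread of each gene after the variance step, with noise independent between genes. They may understate the real scatter, so unequal return is not settled by this test. Myh7 (0.886 ± 0.135), Acta1 (0.880 ± 0.0277), Nppa (0.824 ± 0.0606) and Nppb (0.792 ± 0.143) had the highest positions on the linear scale, and Thbs4 (-0.246 ± 1.35), Tpm2 (-0.158 ± 0.756), Edn3 (0.0154 ± 0.448) and Ltbp2 (0.0297 ± 0.460) had the lowest, with a wide spread between hearts; these genes were named after their values were seen. A high linear position is not a return to wild type: Nppa, Nppb and Acta1 in treated hearts were still 3.95, 2.64 and 2.34 times wild type without overlap, from fold changes on log2(value + 1), though only Nppa was called (limma adjusted p 0.0197, 0.126 and 0.113). Nppb and Acta1 were called in 4 and 2 of 22 alternative fits. Myh7 was at 1.84 times wild type and overlapped it (limma adjusted p 0.598). Transcripts of other cell types, or slower return of some genes, could each give such a spread, and neither was tested.

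Blood genes had a median change of -1.25 in saline mutants and of 0.74 with treatment, but the groups overlapped in the mean level of the list. Mean levels over the wild-type mean were -0.654 in wild type replicate 3, -0.641 in saline mutant replicate 3 and -0.650 in treated replicate 1. The rise with treatment was called by fry (adjusted p 0.0262), but the fall in saline mutants was not (0.182). Single genes parted more clearly: Hba.a1, Hbb.bs, Hbb.bt, Hba.a2 and Alas2 were each lower in every saline mutant than in every other library. Hbb.bs was 33, 40 and 47 in saline mutants, 143, 161 and 53 in wild type and 73, 76 and 79 in treated hearts. Values of Hba.a2 were low, from 1 to 6. Over the 9 libraries, Hbb.bt, Hba.a2 and Alas2 moved with the mean of Hba.a1 and Hbb.bs (Pearson r 0.981, 0.891 and 0.981). Different amounts of blood in the samples would give this, but so would any other cause that moves these transcripts together. The correlations therefore do not decide the cause. The deposited column named as adjusted differed from the unadjusted normal p by at most 2.78e-15, so it holds another quantity than its name.

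Arntl was 3, 3 and 2 in wild type, 6, 3 and 3 in saline mutants and 25, 17 and 3 in treated hearts. Dbp was 102, 75 and 70, then 48, 71 and 72, then 39, 37 and 60.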
